# Tris(1,3-dichloro-2-propyl) phosphate disrupts dorsoventral patterning in zebrafish embryos

**DOI:** 10.7717/peerj.4156

**Published:** 2017-12-14

**Authors:** Subham Dasgupta, Sara M. Vliet, Allison Kupsco, Jessica K. Leet, Diego Altomare, David C. Volz

**Keywords:** TDCIPP, Zebrafish, Dorsoventral patterning, Embryo, Flame retardant, Public health

## Abstract

Tris(1,3-dichloro-2-propyl) phosphate (TDCIPP) is a high-production volume organophosphate flame retardant widely used within the United States. Within zebrafish, initiation of TDCIPP exposure at 0.75 h post-fertilization (hpf) results in genome-wide alterations in methylation during cleavage (2 hpf) as well as epiboly delay or arrest (at higher concentrations) during late-blastula and early-gastrula (4–6 hpf). To determine whether these TDCIPP-induced effects were associated with impacts on the transcriptome, embryos were exposed to vehicle (0.1% DMSO) or 2 µM TDCIPP from 0.75 hpf to 6 hpf, and total RNA was extracted from triplicate embryo pools per treatment and hybridized onto duplicate Affymetrix Zebrafish Gene 1.0 ST Arrays per RNA sample. Based on transcriptome-wide profiling, TDCIPP resulted in a significant impact on biological processes involved in dorsoventral patterning and bone morphogenetic protein (BMP) signaling. Consistent with these responses, TDCIPP exposure also resulted in strongly dorsalized embryos by 24 hpf—a phenotype that mimicked the effects of dorsomorphin, a potent and selective BMP inhibitor. Moreover, the majority of dorsalized embryos were preceded by epiboly arrest at 6 hpf. Our microarray data also revealed that the expression of sizzled (*szl*)—a gene encoding a secreted Frizzled-related protein that limits BMP signaling—was significantly decreased by nearly 4-fold at 6 hpf. Therefore, we used a splice-blocking morpholino to test the hypothesis that knockdown of *szl* phenocopies TDCIPP-induced delays in epiboly progression. Interestingly, contrary to our hypothesis, injection of *szl* MOs did not affect epiboly progression but, similar to *chordin* (*chd*) morphants, resulted in mildly ventralized embryos by 24 hpf. Overall, our findings suggest that TDCIPP-induced epiboly delay may not be driven by decreased *szl* expression, and that TDCIPP-induced dorsalization may—similar to dorsomorphin—be due to interference with BMP signaling during early zebrafish development.

## Introduction

Tris (1,3-dichloro-2-propyl) phosphate (TDCIPP) is an organophosphate flame retardant extensively used in polyurethane foam, acrylic latexes, plastics and resins (WHO, 1998). As such, TDCIPP has been detected at elevated levels within consumer products and indoor dust, resulting in TDCIPP exposure within pediatric populations (Butt et al., 2014; Stapleton et al., 2012). For example, TDCIPP was detected in 100% of residential dust samples (mean concentration = 1,390 ng/g) and hand wipes (mean concentration = 84.1 ng/hand wipe) collected from children; TDCIPP concentrations were also associated with levels of bis(1,3-dichloro-2-propyl) phosphate (BDCIPP, the primary metabolite of TDCIPP) in urine samples, suggesting that hand-to-mouth transfer and/or dermal absorption may be possible routes of exposure of TDCIPP within children (Hoffman et al., 2015). Indeed, urinary BDCIPP levels in children who washed hands frequently were at least 60% lower than children with less frequent washes (Butt et al., 2014). TDCIPP has also been detected in nearly 50% of placental samples (maximum concentration = 83 ng/g lipid weight) collected from 50 women in Eastern China (Ding et al., 2016). Although TDCIPP and/or BDCIPP has been detected within human populations around the world, our understanding about the potential effects of TDCIPP during early vertebrate development is relatively limited.

Using zebrafish as a model, several recent studies have revealed that TDCIPP induces a variety of abnormal phenotypes at different stages of embryonic development. For example, embryos exposed to 3 µM TDCIPP starting at 0.75 h post-fertilization (hpf) (2-cell stage) resulted in significant mortality and developmental abnormalities at 96 hpf (McGee et al., 2012). However, no significant malformations were observed following initiation of 3 µM TDCIPP exposure at 5.25 hpf (50% epiboly), suggesting that cleavage and/or blastula stages of development represent sensitive windows for TDCIPP-induced developmental toxicity (McGee et al., 2012). Indeed, initiation of TDCIPP exposure at 0.75 hpf resulted in a concentration-dependent delay or arrest in epiboly during blastula and gastrula (4–6 hpf) (Fu et al., 2013; Kupsco et al., 2017). Epiboly delays at ∼6 hpf also occurred in unexposed F1 embryos following TDCIPP-exposed F0 parents, an effect that was likely due to maternal transfer into F1 embryos (Yu et al., 2017).

Importantly, these studies demonstrate that TDCIPP has the potential to adversely impact early developmental processes both through direct exposure and/or maternal transfer. Therefore, using microarray-based expression profiling, the first objective of this study was to determine whether TDCIPP-induced epiboly delays following initiation of exposure at 0.75 hpf are associated with impacts on the transcriptome during cleavage (2 hpf) and gastrula (6 hpf); these two stages flank the maternal-to-zygotic transition (MZT, ∼3 hpf), a period characterized by rapid maternal transcript degradation and zygotic genome activation (Tadros & Lipshitz, 2009). Using a combined genetic and pharmacologic strategy, the second objective of this study was to determine whether TDCIPP-induced impacts on epiboly—as well as potential targets identified by microarray-based expression profiling—are associated with downstream effects on dorsoventral patterning during segmentation.

## Materials and Methods

### Animals

Adult wildtype (5D) zebrafish were maintained and bred on a recirculating system using previously described procedures (Vliet, Ho & Volz, 2017); to establish our fish colony, specific pathogen-free (SPF) 5D zebrafish were originally purchased from Dr. Robert Tanguay (Oregon State University). Adult breeders were handled and treated in accordance with an Institutional Animal Care and Use Committee (IACUC)-approved animal use protocol (#20150035) at the University of California, Riverside.

### Chemicals

TDCIPP (99% purity) and dorsomorphin (DMP) (99.7% purity) were purchased from ChemService and Sigma-Aldrich, respectively. For both chemicals, stock solutions were prepared in high performance liquid chromatography (HPLC)-grade dimethyl sulfoxide (DMSO), and stored within 2-mL amber glass vials with polytetrafluoroethylene-lined caps. Working solutions were prepared in embryo media (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_, 0.33 mM MgSO_4_, pH 7) immediately prior to each experiment.

### TDCIPP and dorsomorphin exposures

All embryos were staged according to previously described methods (Kimmel et al., 1995). Viable 5D embryos at the 2-cell stage (0.75 hpf) were exposed to 10 mL of vehicle (0.1% DMSO), TDCIPP (1.56 µM and 3.12 µM) or dorsomorphin (0.078 µM, 0.156 µM, 0.312 µM, and 0.625 µM) in clean 60-mm glass petri dishes. Final dorsomorphin concentrations were selected based on initial range-finding exposures that relied on survival and severity of dorsalization as endpoints. All exposures were conducted at 28 °C within a temperature-controlled incubator under a 14-h:10-h light:dark cycle. At 6 and 24 hpf, petri dishes were removed from the incubator, coagulated embryos discarded, and live embryos were imaged under transmitted light using a Leica MZ10 F stereomicroscope (Leica Microsystems, Inc., Buffalo Grove, IL, USA) equipped with a DMC2900 camera. The presence or absence of epiboly delay or arrest was assessed at 6 hpf, and the severity of dorsalization at 24 hpf was determined according to previously described classifications (Cannon et al., 2010; Kishimoto et al., 1997).

### Transcriptome profiling using zebrafish-specific microarrays

Viable 5D embryos were exposed to 10 mL of vehicle (0.1% DMSO) or 2 µM TDCIPP in triplicate glass beakers under a 14-h:10-h light:dark cycle and static conditions at 28°C from 0.75 hpf to 2 or 6 hpf. The concentration of TDCIPP (2 µM) was selected based on our earlier studies (McGee et al., 2012; Volz et al., 2016), and exposure to this concentration results in a similar magnitude of toxicity at 6 and 24 hpf compared to embryos exposed to 1.56 µM TDCIPP (one of the concentrations used for epiboly and dorsalization assessments in this study). Embryos (25 per replicate) were collected at either 2 or 6 hpf, transferred from beakers to 2-mL cryovials, snap-frozen in liquid nitrogen, and stored at −80 °C. These experiments resulted in three independent replicate samples for each time point and treatment group, resulting a total of 12 samples for RNA extractions. Total RNA was extracted from pooled embryos using a SV Total RNA Isolation System (Promega, Madison, WI, USA). After elution of RNA in 100 µL nuclease-free water, total RNA concentrations, 260/280 ratios, and 260/230 ratios were quantified using a NanoDrop ND-2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) and then stored at −80 °C; total RNA quality was also confirmed using an Agilent 2100 Bioanalyzer system.

Total RNA samples were amplified and biotinylated using GeneChip WT PLUS Reagent Kit (Affymetrix). Briefly, 100 ng of total RNA per sample was reverse-transcribed into ds-cDNA using NNN random primers containing a T7 RNA polymerase promoter sequence; cDNA quality was then confirmed using an Agilent 2100 Bioanalyzer system. T7 RNA polymerase was then added to cDNA samples to amplify RNA, and then RNA was reverse-transcribed to ss-DNA and degraded using RNase H. ss-DNA molecules were then fragmented and terminally labelled with biotin. Amplified and labeled samples were hybridized onto duplicate Zebrafish Gene 1.0 ST Arrays (Affymetrix, Santa Clara, CA, USA) for 16 h at 45 °C using a GeneChip Hybridization Oven 640 and a GeneChip Hybridization, Wash, and Stain Kit (Affymetrix); these arrays were constructed by Affymetrix based on the danRer6/Zv9 genome build and contained 1,255,682 probes representing 59,302 unique genes. Hybridized arrays were washed and stained using GeneChip Fluidics Stations 450 (Affymetrix). Arrays (24 total) were then scanned using a GeneChip Scanner 3000 7G system and computer workstation equipped with GeneChip Command Console 4.0 software (Affymetrix).

Following completion of array scans, probe cell intensity (CEL) files (24 total) were imported into Expression Console Software (Affymetrix) and processed at the gene-level using Affymetrix’s ZebGene-1_0-st library file and Robust Multichip Analysis (RMA) algorithm to generate CHP files; all CEL and CHP files are available for download via NCBI’s GEO DataSets database under Accession ID GSE106875. After confirming data quality within Expression Console, CHP files containing log2 expression signals for each probe were then imported into Transcriptome Analysis Console Software (Affymetrix) and R (http://www.r-project.org) to analyze treatment-specific transcriptional responses using volcano plots and one-way between-subject analysis of variance (ANOVA). Affymetrix transcript cluster IDs for differentially expressed genes with False Discovery Rates (FDR) of *p* < 0.1 were imported into DAVID Bioinformatics Resources 6.8 for Gene Ontology (GO) enrichment analysis against zebrafish genome assembly GRCz10. DAVID-based analysis was performed on biological process (GOTERM_BP_FAT) using the functional annotation tool and Fisher exact *p*-value as the parameter for statistical significance (Xu et al., 2017).

### Morpholino knockdowns

Morpholino (MO) antisense oligos were synthesized and obtained from Gene Tools, Inc. Based on our microarray data, a fluorescein-tagged splice-blocking MO was designed to target the first exon-intron boundary (E1I1) of the zebrafish *sizzled* (*szl*) gene (NCBI Gene ID: 353294), leading to insertion of intron 1 within *szl* mRNA (*szl*-MO sequence: 5′-ggtgtctcaacacgtacctgtcgag-3′). Gene Tools’ standard fluorescein-tagged negative control MO (nc-MO) was used in order to account for potential non-target MO toxicity, and a zebrafish-specific, fluorescein-tagged *chordin* MO (*chd*-MO sequence: 5′-atccacagcagcccctccatcatcc-3′) was used a positive control. MO stock solutions (10 mM) were prepared by resuspending lyophilized MOs in molecular-biology grade (MBG) water, and stocks were stored at room temperature in the dark.

On the same day as injections, working solutions of nc-MOs and *szl*-MOs were diluted to 5 mM in MBG water, and working solutions of *chd*-MOs were diluted to 1.25 mM in MBG water. Newly fertilized (1- to 8-cell stage, or before 1.25 hpf) wildtype (5D) zebrafish embryos were microinjected with MOs (∼3 nL per embryo) using a motorized Eppendorf Injectman NI2 and FemtoJet 4× similar to previously described protocols (McGee et al., 2013). At 3 hpf, MO delivery in embryos was confirmed using a Leica MZ10 F stereomicroscope equipped with a DMC2900 camera and a GFP filter cube; non-fluorescent and/or coagulated embryos were discarded. Embryos were imaged at 6 and 24 hpf as described above.

To confirm *szl* knockdown, embryos (20 per injection pool) were snap-frozen in liquid nitrogen at 6 hpf and stored at −80 °C. Total RNA was extracted as described above and eluted in 25 µL of nuclease-free water. RNA quality and quantity was confirmed using an Agilent 2100 Bioanalyzer system and Qubit 2.0 Fluorometer (Thermo Fisher Scientific), respectively. A total of ∼140 ng RNA per sample was reverse-transcribed into ds-cDNA using a GoScript Reverse Transcription System (Promega). An E1:E2 *szl* fragment (∼455 bp) was then amplified (forward primer: 5′-gtcttcagtgatgtctctattcagtctg-3′; reverse primer: 5′-ctttggagaaagcactgatgtgttt-3′) in triplicates using approximately 50 ng of cDNA per sample, ZymoTaq PreMix (Zymo Research, Irvine, CA, USA), and an Eppendorf Mastercycler Nexus Thermocycler with the following conditions: 2 min at 95 °C followed by 45 cycles of 95 °C for 30 s, 49 °C for 1 min, and 72 °C for 30 s. PCR products were visualized using an Agilent 2100 Bioanalyzer system, or 1% agarose gels stained with either ethidium bromide or Bio-Rad UView dye. All agarose gels were imaged using a Bio-Rad Gel Doc System.

## Results

### TDCIPP disrupts biological processes specific to BMP signaling and dorsoventral patterning

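Gene expression was measured in pools of 25 zebrafish embryos. Embryos were kept in 0.1% DMSO, the vehicle, or in 2 µM TDCIPP, an organophosphate flame retardant, starting at 0.75 hpf, and were collected at 2 hpf (cleavage) or 6 hpf (gastrula). Each of the 4 groups had 3 pools, and the RNA of each pool was run on 2 Zebrafish Gene 1.0 ST arrays, which gave 24 arrays in all. The deposited values are log2 signals per transcript cluster, the unit of this array, which the authors computed from the scans with the Robust Multichip Analysis (RMA) algorithm in Expression Console. The 2 arrays of a pool were averaged here, so that each pool counted once. TDCIPP was compared with DMSO at each time point with limma, and p-values were adjusted over 61240 transcript clusters by the Benjamini-Hochberg method. Of these clusters, 20856 carry 1 gene symbol and 39579 carry none in the array annotation, and 19298 genes were represented by the cluster with the highest mean signal. Log2 differences are TDCIPP minus DMSO, and values after ± are SDs over pools. The number of arrays and pools limits the precision. In simulated data with the spread of the 6 hpf pools, 82.4% of changes of 1 log2 unit and 8% of changes of 0.5 were called at an adjusted p under 0.1. Each simulation held 200 changed clusters of 0.5 to 2 log2 units with independent noise, which eases the adjustment. These shares need not hold for the real data, where changes may be fewer. An exact permutation test of 3 pools against 3 cannot give a two-sided p below 0.1.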

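At 2 hpf, before the zygotic genome is activated, no transcript cluster differed between TDCIPP and DMSO embryos at an adjusted p under 0.1 (limma, smallest adjusted p = 0.288), and none did with the pool as a random block. The named gene nearest to the threshold was krt92, a keratin gene of surface epithelium, whose signal was 4.62 ± 0.13 in DMSO and 3.77 ± 0.05 in TDCIPP pools (n = 3 each). Its log2 difference was -0.85 (standard error 0.10, adjusted p = 0.461), and it was the 1 gene that passed over its own list, the 32 genes of epiboly and surface layers. The next genes on the lower side were ca9, a carbonic anhydrase (-0.44), and jun, which encodes a subunit of the AP-1 transcription factor (-0.47). On the higher side were si:dkey-1b17.1 (0.62), jac1 (0.43) and macroh2a2, a histone variant gene (0.48). In DMSO pools their signals were low, at 2.97, 2.36 and 3.92, below the array medians of 4.323 to 4.461. Those of krt92 (4.62), ca9 (4.70) and jun (4.47) lay just above these medians. In TDCIPP pools the signals of krt92, ca9 and jun were 3.77, 4.26 and 3.99, below the medians. The adjusted p of each of the 5 genes besides krt92 was 1. Of 30 maternal transcripts listed as such, 24 had a higher and 6 a lower mean signal with TDCIPP, with a mean log2 difference of 0.05 and no member past the threshold. Among 27 BMP target and ventral genes, 13 were higher and 14 lower, with a mean of -0.02. None of the 24 gene lists was called at 2 hpf (camera, smallest adjusted p = 0.516). An unadjusted p under 0.05 was found for 1697 clusters, or 2.771% of those tested, and the pools of the groups did not overlap for 4524 clusters, or 7.387%, where chance gives 10%.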

Based on transcriptome profiling using zebrafish-specific microarrays, initiation of TDCIPP exposure at 0.75 hpf resulted in no significant impacts on transcript levels at 2 hpf (pre-MZT) (Fig. S1). However, at 6 hpf (post-MZT), a total of 8 and 66 transcripts were significantly affected based on a FDR *p*-value of <0.05 and <0.1, respectively (Fig. 1A). 

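At 6 hpf, no transcript cluster differed between TDCIPP and DMSO embryos at an adjusted p under 0.1 when each pool counted once (limma, smallest adjusted p = 0.245). The genes nearest to the threshold are given as values that did not pass. On the lower side, tfap2c, which encodes an AP-2 transcription factor of the ectoderm, had the largest log2 difference of the 10 named genes, with a signal of 8.11 ± 0.46 in DMSO and 6.50 ± 0.21 in TDCIPP pools (n = 3 each). This is a log2 difference of -1.61 (standard error 0.22, adjusted p = 0.321). Also lower were slc16a6a, a monocarboxylate transporter gene (-0.78), zgc:64022 (-0.75), st8sia1, a sialyltransferase gene (-0.73), si:zfos-1451h6.1 (-0.63) and mycn, a Myc family transcription factor gene (-0.50). On the higher side, foxi1, a forkhead transcription factor gene of the non-neural ectoderm, had a signal of 8.74 ± 0.26 in DMSO and 10.07 ± 0.52 in TDCIPP pools (n = 3 each). Its log2 difference was 1.33 (standard error 0.24, adjusted p = 0.548). Next were arl3l1, an ARF-like GTPase gene (1.23), slc7a3b, a cationic amino acid transporter gene (0.79), dact1, whose product binds Dishevelled (0.75), ppp1r14ab (0.74), klf11b, a Krüppel-like factor gene (0.68), and b3galt10.1, a galactosyltransferase gene (0.66). For each of these 13 genes, all 3 TDCIPP pools lay beyond all 3 DMSO pools. Such a separation was found for 6717 of the 61240 clusters, or 10.97%, where chance gives 10%. An unadjusted p under 0.05 was found for 3356 clusters, of which 1627 were higher and 1729 lower with TDCIPP. With all 12 arrays of this time point and the pool as a random block in limma, 52 clusters passed an adjusted p under 0.1, 25 higher and 27 lower, and 27 passed 0.05. This fit estimated a correlation of 0.0603 between the arrays of a pool, so it counts them almost as separate samples.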

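The transcript cluster with the smallest p at 6 hpf was 13275753, whose signal was 7.25 ± 0.45 in DMSO and 5.36 ± 0.04 in TDCIPP pools (n = 3 each). Its log2 difference was -1.9 (standard error 0.20), with an adjusted p of 0.245 from pool means and of 0.00135 with the pool as a random block. The array annotation pairs this cluster with no gene. No cluster there carries the symbol szl, the gene of a secreted Frizzled-related protein, and this is the only one of 61240 clusters whose fold change from bi-weight averages (-3.85) lay within 0.05 of the fold change that the paper gives for szl. The fold changes of 3 clusters were lower. Of the annotated genes in Fig. 1B, cnn2, a calponin gene, had a log2 difference of 0.90 (standard error 0.12, adjusted p = 0.340), and cyp2aa8, a cytochrome P450 gene, had one of 0.65 (standard error 0.11, adjusted p = 0.469). For kazald2, whose product has a Kazal-type domain, it was -0.89 (standard error 0.10, adjusted p = 0.261). All 3 TDCIPP pools lay beyond all 3 DMSO pools for these genes, and with the pool as a random block their adjusted p was 0.0121 (cnn2), 0.0222 (cyp2aa8) and 0.0121 (kazald2). The gene atp6v0ca, of a subunit of the proton-pumping V-ATPase, had a signal of 10.2 in both groups and a log2 difference of 0.0035 (standard error 0.095, adjusted p = 0.997). No value is given for psph, which has no cluster of its own in the annotation. The paper chose these genes on the same arrays, so their counts adjusted over the list alone (2 higher and 1 lower of 4) are not independent evidence.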

Figure 1B shows fold changes of the six most significantly affected and annotated transcripts (FDR *p* < 0.05), where *sizzled* mRNA (*szl*, NCBI Gene ID: 353294) was the most impacted with an approximately 4-fold decrease relative to vehicle controls. 

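Genes downstream of BMP signaling, which specifies ventral fates, had a lower mean with TDCIPP at 6 hpf as a list, no single member passed the test over all clusters, and the call of the list was lost with an estimated correlation (adjusted p = 0.779). Among 27 measured BMP target and ventral genes, 15 had a lower and 12 a higher mean signal, with a mean log2 difference of -0.19 that was -0.11 without DMSO replicate 2 and -0.32 without DMSO replicate 3. Adjusted over the list alone, 10 were lower, 3 were higher and 14 did not pass an adjusted p under 0.1. Besides tfap2c, the lower members included the homeobox genes vent (-0.80), msx3 (-0.76) and vox (-0.33), which mark or specify ventral cells, and tp63, a transcription factor gene of the epidermis (-0.53). The 3 higher members were foxi1, tfap2a (0.68) and gata3 (0.52), which encode transcription factors of the non-neural ectoderm. The list was called as lower relative to other genes by camera with its preset correlation (adjusted p = 0.00716). The call was also lost with array 2 of each pool alone (adjusted p = 0.358). Tested on its own against no change with fry, the list did not pass (adjusted p = 0.605). The mean of the list in DMSO replicate 3 was as low as in the TDCIPP pools. Among 24 dorsal organizer genes, 16 were higher and 8 lower (camera adjusted p = 0.533), and adjusted over the list alone only chrd passed, as higher. Because no cluster was called from pool means, an enrichment among called genes needs the fit with the pool as a random block, which called 31 genes. Of these, 4 were BMP target and ventral genes (tfap2c, bambia and bmp4, lower, and foxi1, higher), with an odds ratio of 123 (adjusted p = 7.46e-07 by Fisher's exact test). That fit counts the 2 arrays of a pool almost as separate samples. Fisher's test also takes genes that vary together as independent, so this p overstates the evidence. The paper had chosen bambia on these arrays, as it had the 3 called somitogenesis genes (chrd, foxb1a and igf2a), both called BMP antagonists (bambia and chrd) and bmpr1aa, so these counts are not independent evidence. The 7 measured genes of Table 1, which the paper chose on these arrays and which are not independent evidence, were 2 higher and 5 lower, all past the threshold over the list alone. Camera called that list as lower (adjusted p = 0.00716, and adjusted p = 0.396 with an estimated correlation). From the enrichment of its own called transcripts in Gene Ontology terms, the paper concludes that TDCIPP disrupts processes regulating BMP signaling and dorsoventral patterning. It also reports dorsalized embryos at 24 hpf that resemble those given dorsomorphin, a BMP inhibitor. It leaves open whether TDCIPP acts on BMP signaling directly.

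**Figure D1:**
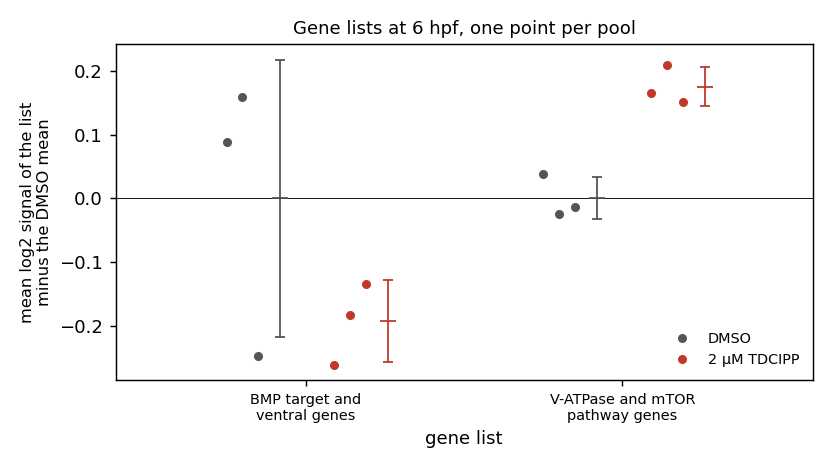
Mean log2 signal of the genes of a list in each pool at 6 hpf, minus the mean of the DMSO pools, for BMP target and ventral genes and for V-ATPase and mTOR pathway genes. Points are pools (3 per group), and bars are the mean and SD. For BMP target genes, DMSO replicate 3 (-0.25) lies among the TDCIPP pools (-0.26 to -0.13).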

GO enrichment analysis based on 42 DAVID-identified transcripts with FDR *p*-values < 0.1 demonstrated that the three most significant biological processes affected by TDCIPP exposures were specific to BMP signaling and dorsoventral patterning (Table 1).

**Figure 1:**
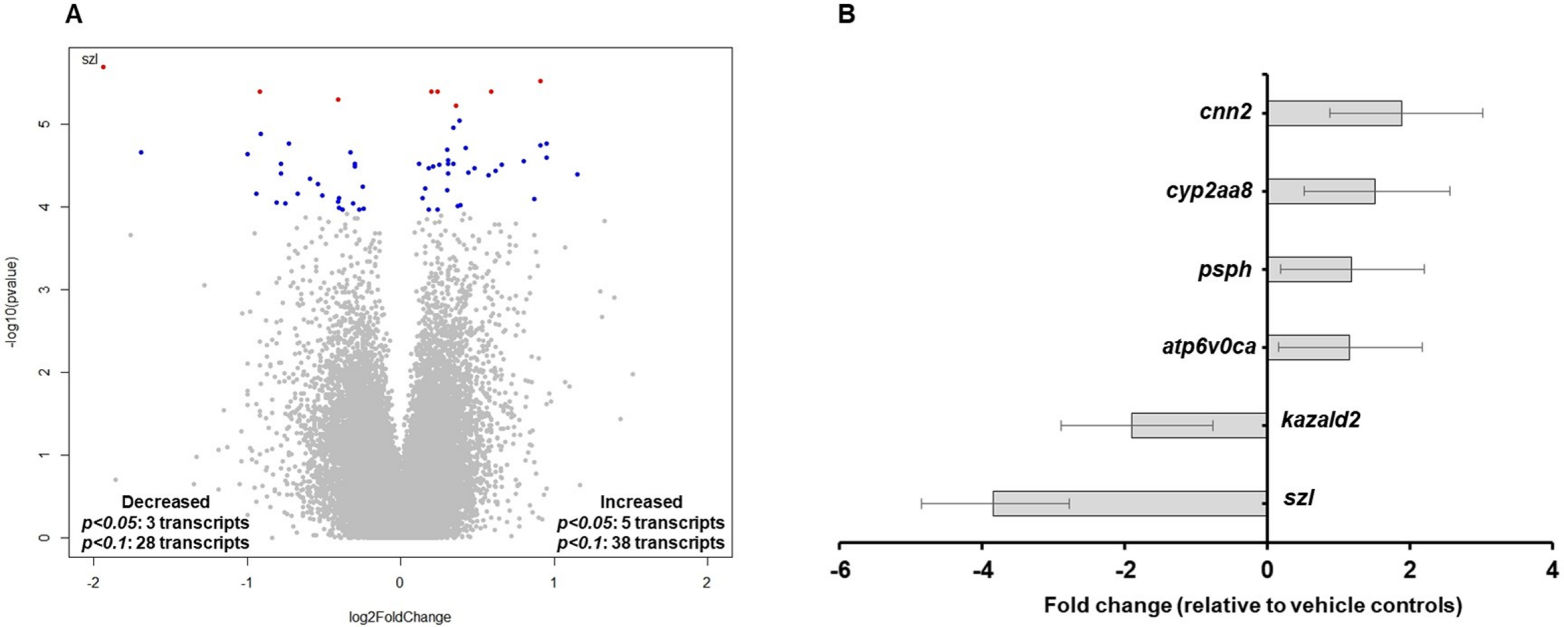
TDCIPP disrupts biological processes that regulate BMP signaling and dorsoventral patterning. (A) Volcano plot showing transcriptome-wide responses following exposure to 2 µM TDCIPP from 0.75 to 6 hpf. *x* axis = log2 (fold-change); *y* axis = −log10 (*p*-value). Blue and red dots denote genes with a FDR *p* < 0.1 and *p* < 0.05, respectively. (B) Annotated transcripts with statistically significant fold changes (FDR *p* < 0.05) following exposure to 2 µM TDCIPP from 0.75 to 6 hpf. Data are presented as mean fold-change ± standard deviation relative to vehicle controls. N, three independent replicate samples per treatment group and two duplicate arrays per replicate sample.

**Table 1:** Zebrafish-specific Gene Ontology (GO) enrichment analysis based on transcripts significantly affected (FDR *p* < 0.1) following exposure to 2 µM TDCIPP from 0.75 to 6 hpf.

GO term	Gene count	Genes (fold change)	Fisher’s exact *p* value
Regulation of BMP signaling pathway	3	*bambia* (−1.72), *chd* (+1.58), *szl* (−3.85)	3.1E−5
Somitogenesis	4	*tbx16* (−1.21), *chd* (+1.58), *foxb1a* (−1.92), *igf2a* (−1.92)	3.8E−5
Dorsal/ventral pattern formation	4	*bambia* (−1.72), *bmpr1aa* (−1.43), *chd* (+1.58), *szl* (−3.85)	1.1E−4
Heart looping	4	*tbx16* (−1.21), *apobec2a* (−1.18), *bmpr1aa* (−1.43), *chd* (+1.58)	1.1E−4
Regulation in BMP signaling pathway involved in heart jogging	2	*tbx16* (−1.21), *chd* (+1.58)	3.3E−4

### TDCIPP-exposed embryos phenocopy dorsomorphin (DMP)-exposed embryos by 24 hpf

To confirm whether TDCIPP-induced effects on BMP-related pathways at 6 hpf led to alterations in dorsoventral patterning at 24 hpf, we exposed 0.75 hpf embryos to TDCIPP (1.56 and 3.12 µM) or DMP (0.078–0.625 µM), a BMP pathway inhibitor that induces dorsalization within zebrafish embryos (Cannon et al., 2010). Dorsalized phenotypes were categorized into five classes based on the severity of effect, ranging from Class I (only the ventral tail fin is absent) to Class 5 (posterior and ventral structures completely fail to develop) (Kishimoto et al., 1997) (Fig. 2A). Exposure to TDCIPP from 0.75 to 24 hpf resulted in a concentration-dependent increase in dorsalized phenotypes, with 36% and 61% of embryos being dorsalized following exposure to 1.56 and 3.12 µM, respectively (Fig. 2B). Among the dorsalized embryos, there was a concentration-dependent increase in the severity of dorsalization, with 8% and 61% of embryos showing strong dorsalization (Classes IV–V) following exposure to 1.56 and 3.12 µM, respectively. The observed phenotypes and classes of TDCIPP-induced dorsalization were comparable to embryos exposed to DMP from 0.75 to 24 hpf, which also demonstrated a concentration-dependent increase in the severity of dorsalization (Fig. 2C). While rare, dorsalized embryos following exposure to TDCIPP also resembled a split-yolk phenotype (<10% of TDCIPP-exposed embryos) (Fig. 2A). In addition, a small proportion of embryos (8–17%) were developmentally delayed by ∼6–8 h relative to vehicle (0.1% DMSO) controls.

**Figure 2:**
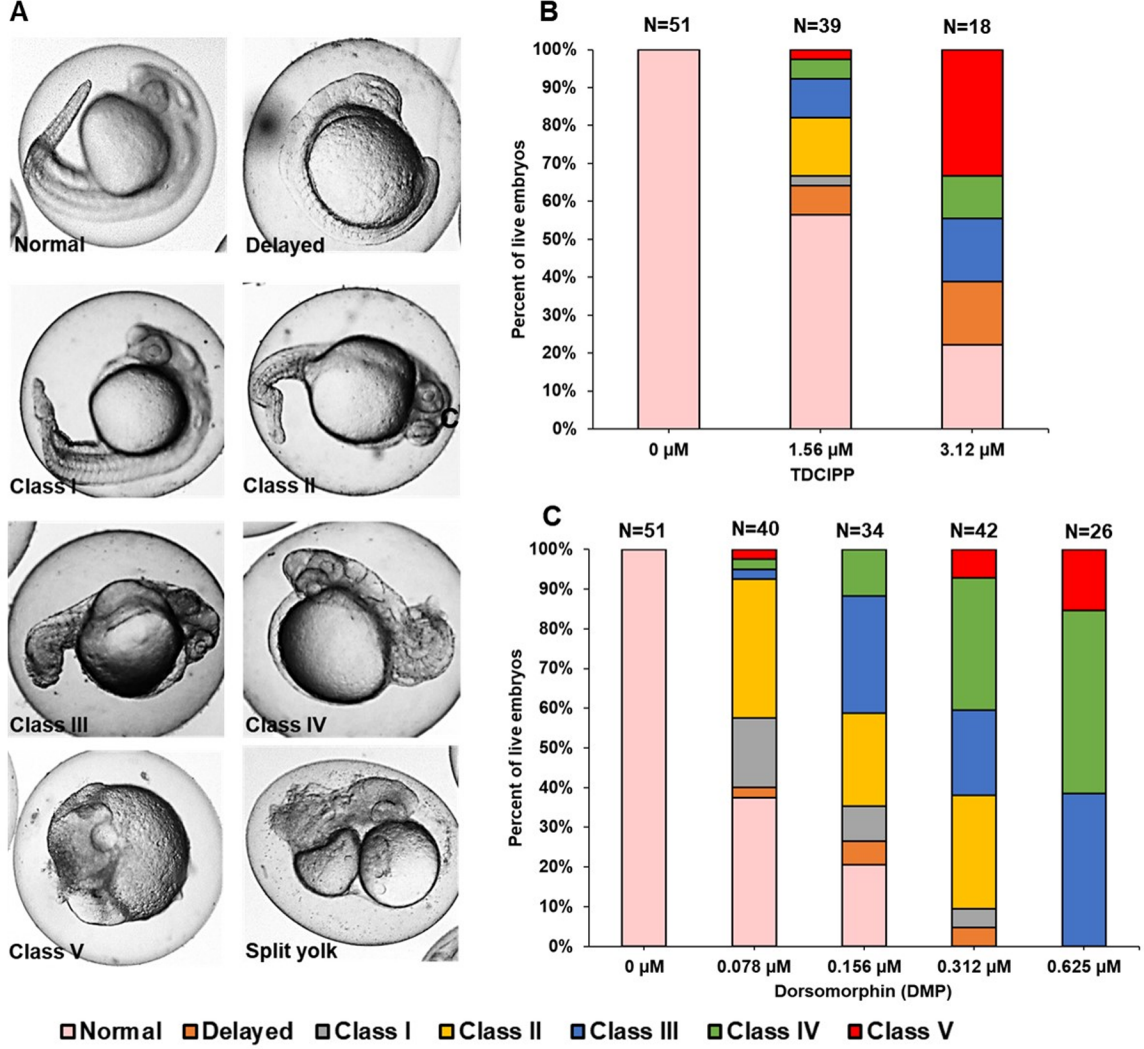
TDCIPP-exposed embryos phenocopy embryos exposed to dorsomorphin from 0.75 to 24 hpf. (A) Representative 24-hpf images of normal embryos, delayed embryos, Class I–V levels of dorsalization, and split yolk embryos following exposure to TDCIPP or DMP. (B) Distribution of dorsalization classes following exposure to TDCIPP from 0.75 to 24 hpf. (C) Distribution of dorsalization classes following exposure to DMP from 0.75 to 24 hpf. Depending on the TDCIPP concentration (1.56 or 3.12 µM), the severity of dorsalization varied from mild (Class I) to strong (Class V).

**Figure 3:**
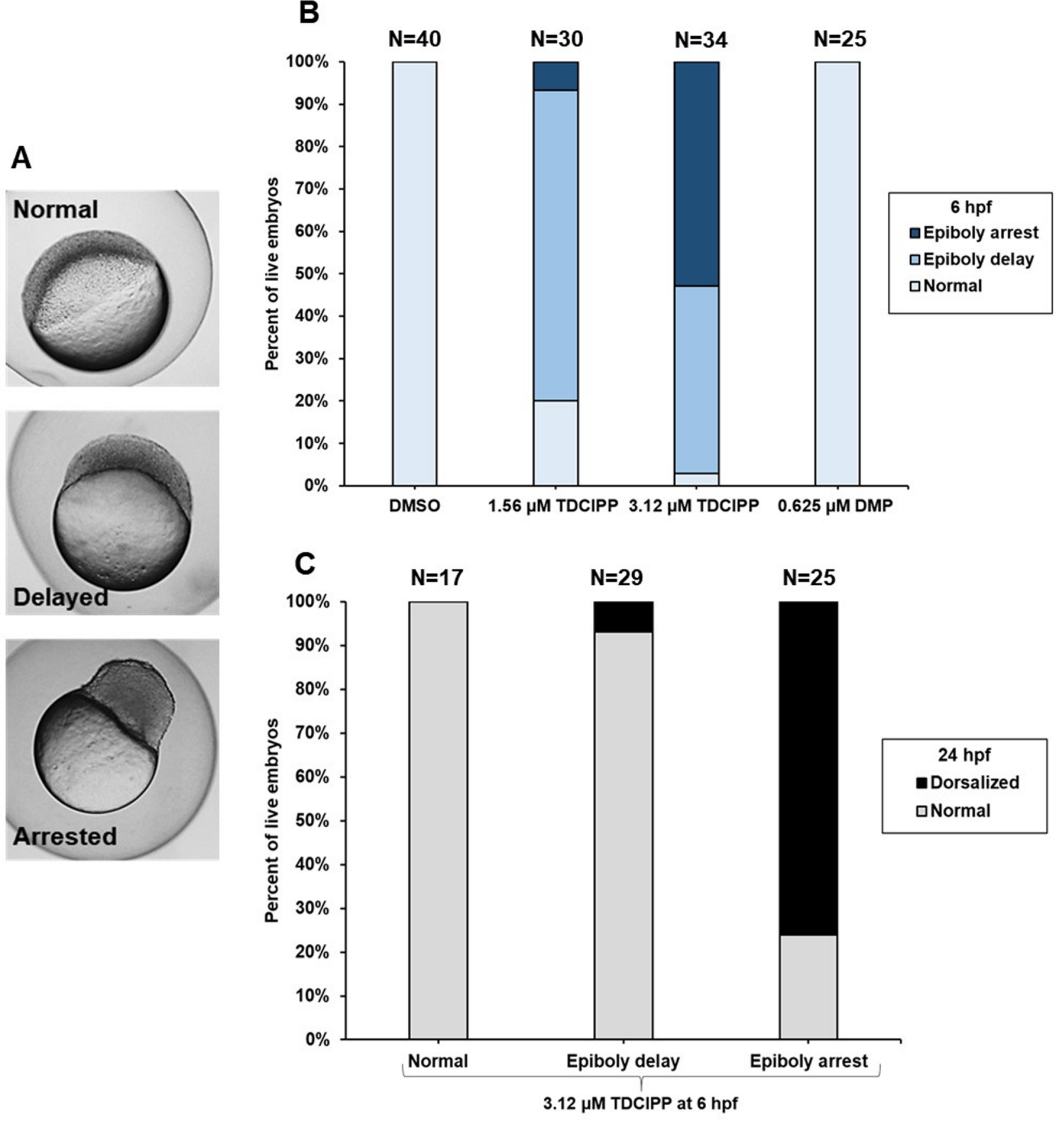
TDCIPP-induced dorsalization at 24 hpf is preceded by epiboly arrest at 6 hpf. (A) Representative images of three epiboly phenotypes (normal, delayed, and arrested) at 6 hpf. Untreated embryos are normally at the germ ring or shield stage by 6 hpf. Epiboly-delayed embryos only progress to the dome and 30% epiboly stage by 6 hpf; epiboly-arrested embryos stall at the high stage by 6 hpf. (B) TDCIPP exposure results in a concentration-dependent increase in epiboly-arrested embryos, whereas DMP-treated embryos show no epiboly defects at 6 hpf. (C) Compared to <10% for normal and delayed embryos, 76% of embryos with epiboly arrest are dorsalized at 24 hpf.

### TDCIPP-induced dorsalization at 24 hpf is preceded by epiboly arrest at 6 hpf

Based on phenotypes observed at 6 hpf (Fig. 3A), we quantified normal, epiboly-delayed, and epiboly-arrested embryos following exposure to TDCIPP (Fig. 3B). While 73% and 6% of embryos were epiboly-delayed and epiboly-arrested, respectively, following exposure to 1.56 µM TDCIPP, 52% of embryos were epiboly-arrested following exposure to 3.12 µM TDCIPP, indicating a concentration-dependent increase in the percentage of epiboly-arrested embryos. Therefore, we isolated normal, epiboly-delayed, and epiboly-arrested embryos following exposure to 3.12 µM TDCIPP at 6 hpf, and continued to expose these groups separately until 24 hpf. Interestingly, while 0% and 7% of normal and epiboly-delayed embryos resulted in dorsalization, 76% of epiboly-arrested embryos resulted in dorsalized phenotypes (Fig. 3C). However, unlike TDCIPP, exposure to 0.625 µM DMP (the highest concentration tested) resulted in no effects on epiboly at 6 hpf (Fig. 3B) despite strong dorsalization effects at 24 hpf (Fig. 3C).

### *szl* and *chd* morphants do not phenocopy TDCIPP-exposed embryos at 6 and 24 hpf

Based on our microarray data, we relied on a splice-blocking MO to determine whether *szl* knockdown phenocopies TDCIPP-induced epiboly delays at 6 hpf; *chd* MO was used as a positive control. PCR-based determination of *szl* knockdown efficacy is presented in Fig. S2. Interestingly, in contrast to TDCIPP-exposed embryos, knockdown of *szl* (or *chd*) did not affect epiboly at 6 hpf (Fig. 4A). Furthermore, 84% and 95% of *szl* and *chd* morphants, respectively, resulted in strong ventralization at 24 hpf (Fig. 4B).

**Figure 4:**
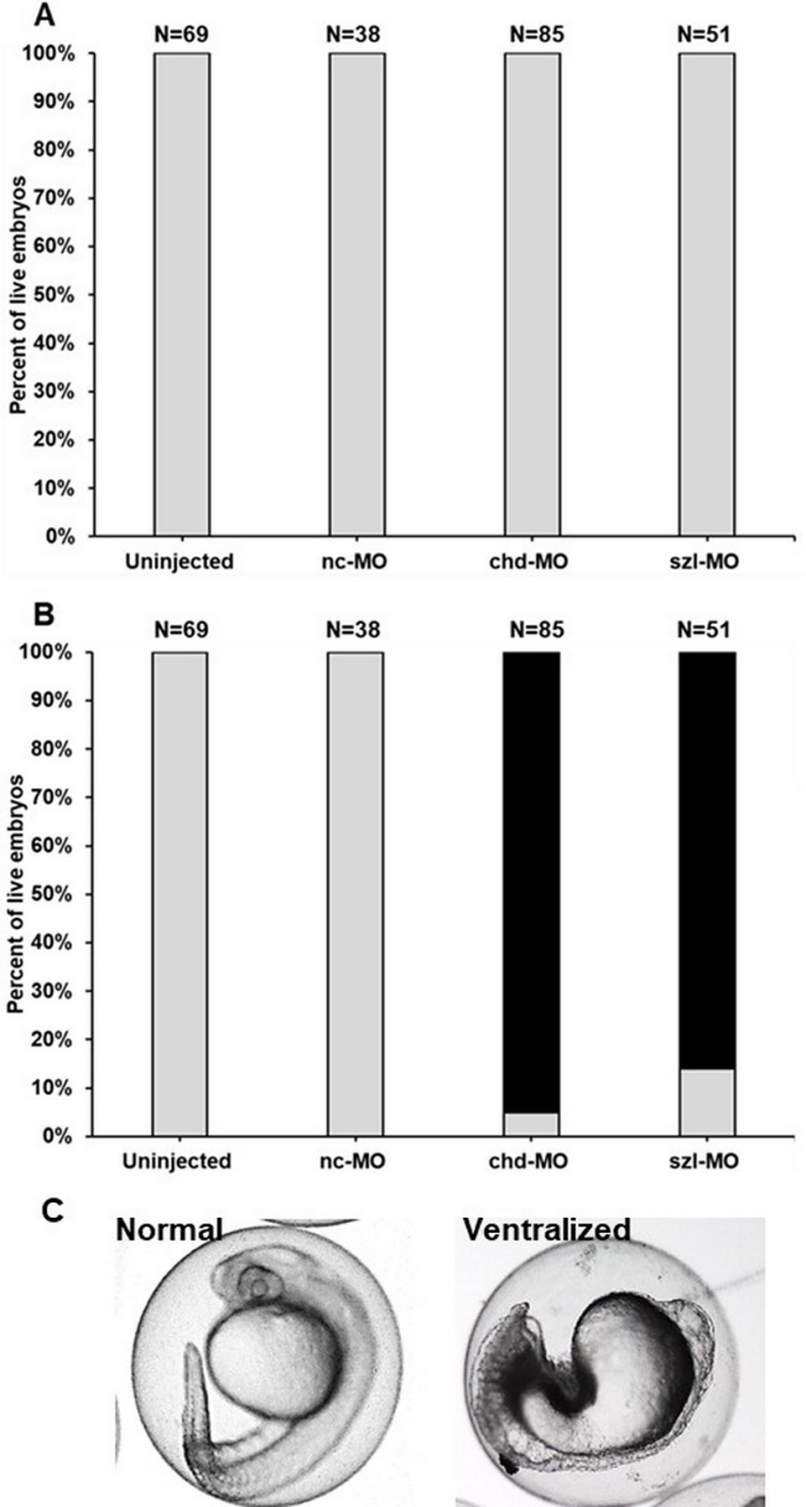
*szl* and *chd* morphants do not phenocopy TDCIPP-exposed embryos at 6 and 24 hpf. (A) Knockdown of *szl* or *chd* results in no effect on epiboly initiation or progression at 6 hpf. Grey bars represent normal embryos. (B) Similar to *chd* morphants (95% ventralized), 84% of *szl* morphants are ventralized at 24 hpf. Grey bars represent normal embryos whereas black bars represent ventralized embryos. (C) Representative images of normal vs. ventralized embryos at 24 hpf. Ventralized embryos are characterized by a decrease in dorsal structures (head, eye, etc.) and expansion of ventral structures.

## Discussion

The current study builds upon our previous work demonstrating that TDCIPP induces significant defects on epiboly and embryonic development (Kupsco et al., 2017; McGee et al., 2012; Volz et al., 2016). Although internal embryonic doses of TDCIPP at 6 hpf (Volz et al., 2016) are likely higher than TDCIPP levels detected in human placental samples (Ding et al., 2016), our study suggests that, if concentrations are elevated *in utero*, TDCIPP has the potential to impact the normal progression and trajectory of early embryonic development. 

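The difference between the 6 hpf and the 2 hpf effects was tested in all 12 pools. No transcript cluster passed an adjusted p under 0.1 (limma, smallest adjusted p = 0.14), and 2645 had an unadjusted p under 0.05, 1308 with a higher and 1337 with a lower effect at 6 hpf. Between 2 and 6 hpf in DMSO embryos, across the maternal-to-zygotic transition, 24442 of 61240 clusters changed at an adjusted p under 0.1, 12264 up and 12178 down. RMA normalizes arrays by quantiles, so these changes are relative to the other clusters and do not show changes in total RNA. Many of the genes nearest to the threshold at 6 hpf rose over this time in DMSO embryos: bambia by 4.65 on the log2 scale, tfap2c by 4.26, igf2a by 3.16, foxi1 by 3.10 and kazald2 by 2.1. Cluster 13275753 rose by 2.17 in DMSO embryos (adjusted p = 3.12e-07) and differed by 0.27 between 2 and 6 hpf in TDCIPP embryos. Its effect was -0.0033 at 2 hpf (standard error 0.12), and the difference of its effects was -1.89 (standard error 0.25, adjusted p = 0.14). With the pool as a random block, 8 clusters passed the test of the difference, 4 in each direction. Cluster 13275753 had the smallest adjusted p (0.000806), and the named genes were foxi1 (1.44, adjusted p = 0.0432), efnb1 (1.2, adjusted p = 0.0432), tfap2c (-1.41, adjusted p = 0.0562) and duox (0.82, adjusted p = 0.0812). The genes efnb1, which encodes an ephrin, and duox, which encodes an NADPH oxidase, were singled out after their values were seen.

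**Figure D2:**
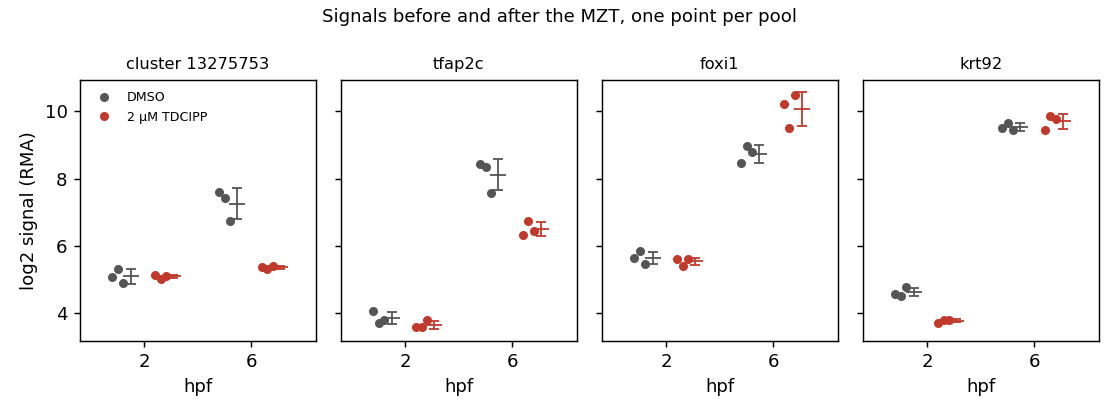
Log2 signals of cluster 13275753, tfap2c, foxi1 and krt92 at 2 and 6 hpf in DMSO and TDCIPP pools. Points are pools (3 per group), and bars are the mean and SD. Signals of cluster 13275753 at 6 hpf are 6.74 to 7.59 in DMSO pools and 5.31 to 5.39 in TDCIPP pools.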

While neither phenotypic (McGee et al., 2012) nor transcriptomic changes (this study) were detected at 2 hpf (pre-MZT), our microarray data revealed that significant changes in gene expression were induced by 6 hpf (post-MZT)—changes that are also associated with impacts on epiboly progression (Kupsco et al., 2017).

BMP signaling plays an important role in ventral cell fate specification within developing zebrafish embryos. Embryos deficient in BMP signaling agonists (e.g., *tolloid* and *bmpr1aa*) are dorsalized, whereas those deficient in BMP antagonists (e.g., *chd*) are ventralized (Langdon & Mullins, 2011; Smith et al., 2011) due to disruptions in dorsoventral patterning. Interestingly, GO enrichment analysis (based on a FDR *p* < 0.1) revealed that BMP signaling and dorsoventral patterning were two of the top biological processes affected by TDCIPP. These two processes included a total of four genes (*bambia, chd, szl,* and *bmpr1aa*), three of which inhibit BMP signaling (*bambia*, *chd*, and *szl*) (Tsang et al., 2000; Langdon & Mullins, 2011) and one of which activates BMP signaling (*bmpr1aa*) (Smith et al., 2011). However, the direction of response for BMP signaling components was inconsistent at 6 hpf (*bambia*, *szl*, and *bmpr1aa* were decreased, whereas *chd* was increased), suggesting that additional studies are need to confirm whether TDCIPP directly targets BMP signaling or impacts other BMP-connected pathways that regulate embryonic development.

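Components of BMP signaling had both directions at 6 hpf. The inhibitor gene bambia, which encodes a pseudoreceptor, had a signal of 10.15 ± 0.19 in DMSO and 9.39 ± 0.10 in TDCIPP pools (n = 3 each), a log2 difference of -0.76 (standard error 0.12, adjusted p = 0.424). For chrd, named chd in the paper, whose product binds BMP ligands, the signal was 9.67 ± 0.03 in DMSO and 10.32 ± 0.23 in TDCIPP pools (n = 3 each), a log2 difference of 0.65 (standard error 0.13, adjusted p = 0.570). The receptor gene bmpr1aa had a log2 difference of -0.52 (standard error 0.10, adjusted p = 0.548) and its other cluster one of -0.48. Among 20 measured BMP ligands, receptors and Smads, 10 were higher and 10 lower, none passed over all clusters, and 4 lower and 1 higher passed when adjusted over the list alone. The lower members were bmpr1aa and the ligand genes bmp4 (-1.30), bmp7a (-0.43) and bmp2b (-0.42), and the higher member was admp, a ligand gene of the dorsal side (0.53). This list was not called from pool means (camera adjusted p = 0.147) and was with the pool as a random block (adjusted p = 0.078, and adjusted p = 0.396 with an estimated correlation from pool means), and its mean (-0.09) and median (0.0029) differ in sign. Of 16 BMP antagonists and feedback inhibitors, bambia and twsg1b (-0.47) were lower and chrd, nog1 (0.57) and nbl1 (0.33) were higher when adjusted over the list alone (camera adjusted p = 0.459). With the pool as a random block, the adjusted p was 0.0335 for bambia, 0.0383 for chrd, 0.0985 for bmpr1aa and 0.0935 for bmp4.

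**Figure D3:**
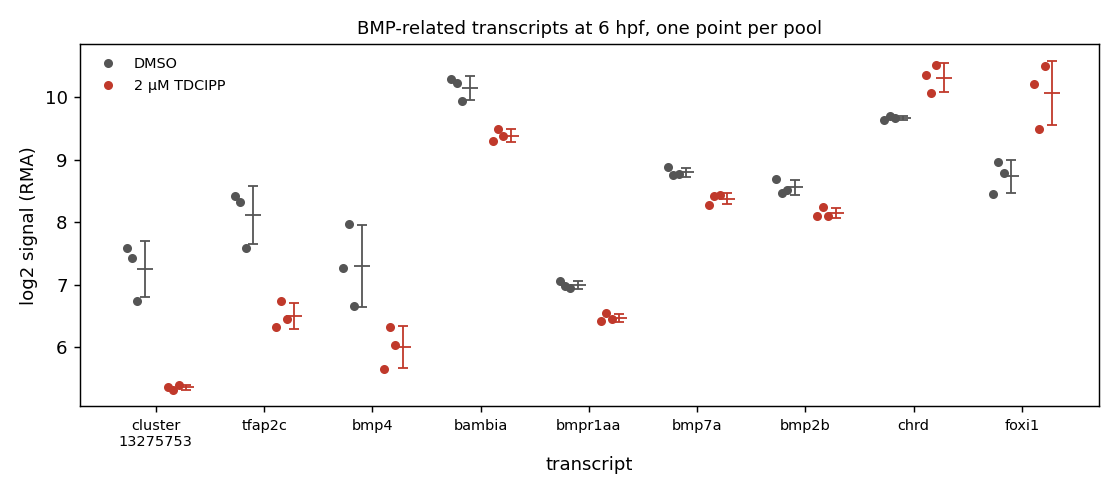
Log2 signals at 6 hpf of cluster 13275753 and 8 genes of BMP signaling and ventral fates. Points are pools (3 per group), and bars are the mean and SD. All 3 TDCIPP pools lie below the DMSO pools for the first 7 transcripts and above them for chrd and foxi1. The 8 genes are among the 4 members with the smallest p of their lists, so this separation was selected. Of all measured BMP target and ventral genes, 12 were higher and 15 lower. Of BMP ligands, receptors and Smads, 10 were higher and 10 lower.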

Another important biological process that was affected by TDCIPP was somitogenesis, a process that is partially dependent on BMP signaling and plays a crucial role in development following epiboly (Stickney, Barresi & Devoto, 2000). 

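At 6 hpf, igf2a, an insulin-like growth factor gene, had a signal of 8.47 ± 0.20 in DMSO and 7.58 ± 0.13 in TDCIPP pools (n = 3 each). Its log2 difference was -0.89 (standard error 0.13, adjusted p = 0.383, and 0.0347 with the pool as a random block). For tbx16, a T-box gene of the paraxial mesoderm, the difference was -0.26 (standard error 0.09, adjusted p = 0.859, and 0.478 with the random block). The forkhead gene foxb1a was higher with TDCIPP in both of its clusters, by 0.97 (standard error 0.16, adjusted p = 0.424, and 0.0151 with the random block) and by 1.03. Among 21 measured somitogenesis genes, 10 were higher and 11 lower, and none passed over all clusters. Adjusted over the list alone, igf2a, tbx16 and hes6, a segmentation clock gene (-0.58), were lower, and foxb1a, chrd and cyp26a1, a gene of retinoic acid breakdown (0.32), were higher. The paper chose 4 of these 6 genes (tbx16, foxb1a, igf2a and chrd) on the same arrays. Camera did not call this list (adjusted p = 0.533).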

A decrease in *igf2a* and *tbx16* suggests that segmentation and somitogenesis may be impacted later in development (White, Kyle & Wood, 2009; Warga et al., 2013). Among other transcripts that were significantly impacted, *kazald2* belongs to the family of fibroblast growth factors that play a key role in cell migration and embryo patterning (Jovelin et al., 2010) and, similar to a previous study (Fu et al., 2013), a decrease in *kazald2* may be associated with TDCIPP-induced epiboly delays. 

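The signal of kazald2 at 6 hpf was 7.13 ± 0.05 in DMSO and 6.24 ± 0.13 in TDCIPP pools (n = 3 each), and at 2 hpf it was 5.03 ± 0.19 and 4.96 ± 0.26. The difference of its effects between the time points did not pass the test (adjusted p = 0.892). Among 18 FGF ligands and FGF target genes, 14 were higher and 4 lower with TDCIPP at 6 hpf, with a mean log2 difference of 0.15. None passed over all clusters, and 5 higher ones passed when adjusted over the list alone. These were the ligand gene fgf17 (0.47), the transcription factor gene etv4 (0.26) and the feedback inhibitor genes spry4 (0.54), spry1 (0.45) and dusp6 (0.54). Camera called the list as higher (adjusted p = 0.019), and the call was lost with an estimated correlation (adjusted p = 0.472) and without DMSO replicate 3 (adjusted p = 0.204). Of 32 genes of epiboly, the enveloping layer and the yolk syncytial layer, 27 were higher and 5 lower, with a mean of 0.12. No member passed over all clusters or over the list alone, and those with the smallest p were the enveloping layer genes grhl3 (0.51), klf17 (0.40), cldne (0.32) and krt4 (0.23). Camera called this list as higher (adjusted p = 0.00746, and adjusted p = 0.396 with an estimated correlation).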

Overall, our data suggest that TDCIPP exposure may lead to a delay or disruption of early embryonic development via impacts on key biological processes involved in BMP signaling, dorsoventral patterning, and somite formation.

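The stage of the embryos was read from the 500 genes that rose most and the 500 that fell most between 2 and 6 hpf, chosen on both treatments together. At 6 hpf, 278 of the risen, zygotic genes were higher and 222 lower with TDCIPP, with a mean log2 difference of 0.04, and camera did not call them (adjusted p = 0.330). Of the fallen genes, which are cleared maternal transcripts, 370 were higher and 130 lower, with a mean of 0.10. Camera called the fallen genes as higher (adjusted p = 1.5e-05), and the call was lost with an estimated correlation (adjusted p = 0.814). Without TDCIPP replicate 2 the mean of the fallen genes was 0.01, and without DMSO replicate 2 it was 0.05. At 2 hpf, 367 of the same 500 genes were higher and 133 lower, with a mean of 0.05.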

Based on our GO enrichment analysis, we determined whether initiation of TDCIPP exposure at 0.75 hpf resulted in abnormal dorsoventral patterning by 24 hpf. As our data suggested that TDCIPP may disrupt BMP signaling, we used DMP—a known BMP pathway inhibitor (Paul et al., 2008)—as a positive control. Within zebrafish embryos, DMP blocks BMP-mediated SMAD 1/5/8 phosphorylation and downstream gene transcription (Paul et al., 2008), resulting in varying classes of dorsalization by 24 hpf. These classes were originally defined using zebrafish mutants deficient in regulators of BMP signaling activity (Mullins et al., 1996; Paul et al., 2008; Schumacher et al., 2011); therefore, embryos belonging to these classes are genetically deficient in one or more agonists of the BMP signalling pathway. Similar to DMP, TDCIPP exposure resulted in a concentration-dependent increase in the severity of dorsalization, suggesting that TDCIPP exposure results in inhibition of normal BMP signaling and downstream effects on dorsoventral patterning. Moreover, the presence of split yolk phenotypes (while rare) also supports the conclusion that TDCIPP interferes with BMP-related pathways, as these phenotypes are characteristic of zebrafish *split top* mutants deficient in BMP signaling (Langdon et al., 2016).

While quantifying TDCIPP-induced epiboly defects in our previous study (Kupsco et al., 2017), two distinct phenotypes emerged at both concentrations: (1) epiboly-delayed embryos at the dome-30% epiboly stage at 6 hpf, but eventually complete epiboly and (2) epiboly-arrested embryos at the high stage at 6 hpf, but continue developing in the absence of epiboly. Untreated embryos are normally at the germ ring or shield stage by 6 hpf. Within the current study, we discovered that, while the majority of epiboly-delayed embryos appear normal at 24 hpf, 76% of epiboly-arrested embryos resulted in dorsalized phenotypes, suggesting that epiboly arrest—but not epiboly delay—at 6 hpf leads to dorsalization by 24 hpf. Previous studies have shown that mutations in early zygotic genes lead to epiboly defects, disruptions in dorsoventral patterning, and severe deformities in surviving embryos (Haffter et al., 1996; Kane et al., 1996; Kane, McFarland & Warga, 2005; Langdon et al., 2016). Therefore, the link between epiboly arrest and dorsalization observed following TDCIPP exposure suggests that TDCIPP may interfere with the normal function of early zygotic gene products. Interestingly, contrary to TDCIPP, DMP exposure resulted in no effects on epiboly, suggesting that (1) DMP-induced dorsalization at 24 hpf is not associated with epiboly arrest and (2) despite phenotypic similarities with DMP at 24 hpf, TDCIPP-induced dorsalization may be driven by other additional pathways that also lead to epiboly defects.

Among transcripts that were significantly different at 6 hpf, *szl* was the most affected, with a ∼4-fold decrease relative to vehicle controls at 6 hpf. Based on this finding, we relied on a *szl*-specific, slice-blocking MO to determine whether, similar to TDCIPP, a decrease in *szl* results in epiboly defects and/or dorsalization. However, contrary to our hypothesis, *szl* morphants were identical to uninjected and negative control MO embryos at 6 hpf. *szl* is a gene encoding a secreted Frizzled-related protein that mediates ventral cell fate and dorsoventral polarity by inhibiting activity of the BMP signaling gradient and stabilizing Chordin during late-blastula and early gastrula (Muraoka et al., 2006; Yabe et al., 2003). Previous studies with *szl* morphants and *ogon* (*szl*) mutants indicate that decreased Sizzled activity destabilizes Chordin and disrupts BMP signaling, inducing ventralized phenotypes that phenocopy *chd* mutant embryos (Martyn & Schulte-Merker, 2003). Consistent with these studies, 84% and 95% of *szl* and *chd* morphants, respectively, were ventralized at 24 hpf, demonstrating that, similar to *chd*, *szl* knockdown disrupts dorsoventral patterning (leading to ventralization). However, TDCIPP-exposed embryos were strongly dorsalized (and not ventralized), suggesting that, due to the complicated nature of BMP signaling and its interaction with other developmental pathways, the ventralizing effects of decreased *szl* may be insufficient to drive dorsoventral patterning toward ventralization.

## Conclusions

In conclusion, this study provides new insight into the effects of a widely used flame retardant on early embryonic development. Specifically, this study resulted in four major findings: (1) TDCIPP disrupts biological processes that regulate BMP signaling and dorsoventral patterning; (2) TDCIPP-exposed embryos phenocopy embryos exposed to DMP from 0.75 to 24 hpf; (3) TDCIPP-induced epiboly arrest at 6 hpf results in dorsalized embryos at 24 hpf; and (4) *szl* and *chd* morphants do not phenocopy TDCIPP-exposed embryos at 6 or 24 hpf. Future studies are needed to uncover mechanisms underlying TDCIPP-induced epiboly arrest, as well as determine how defects in epiboly lead to irreversible effects on dorsoventral patterning (dorsalization) later in development. Moreover, future studies that rely on SMAD phosphorylation and *in situ* localization of key BMP signaling components are needed to confirm whether TDCIPP is interfering with BMP signaling during early embryonic development.

##  Supplemental Information

10.7717/peerj.4156/supp-1 Supplemental Information 1 Figures S1 and S2

10.7717/peerj.4156/supp-2 Data S1 Raw data supporting Figs. 1–4 and Fig. S1

## Additional Information and Declarations

### Microarray Data Deposition

The following information was supplied regarding the deposition of microarray data: All CEL and CHP files are available for download at NCBI’s GEO DataSets database (Accession ID GSE106875).

### Data Availability

The following information was supplied regarding data availability: The raw data has been provided as a Supplemental File.

# Supplementary material for: Tris(1,3-dichloro-2-propyl) phosphate disrupts dorsoventral patterning in zebrafish embryos
**Source:** PeerJ. 2017 Dec 14;5:e4156. doi: 10.7717/peerj.4156
**Supplement:** Supplemental Information 1

SUPPLEMENTAL FIGURES

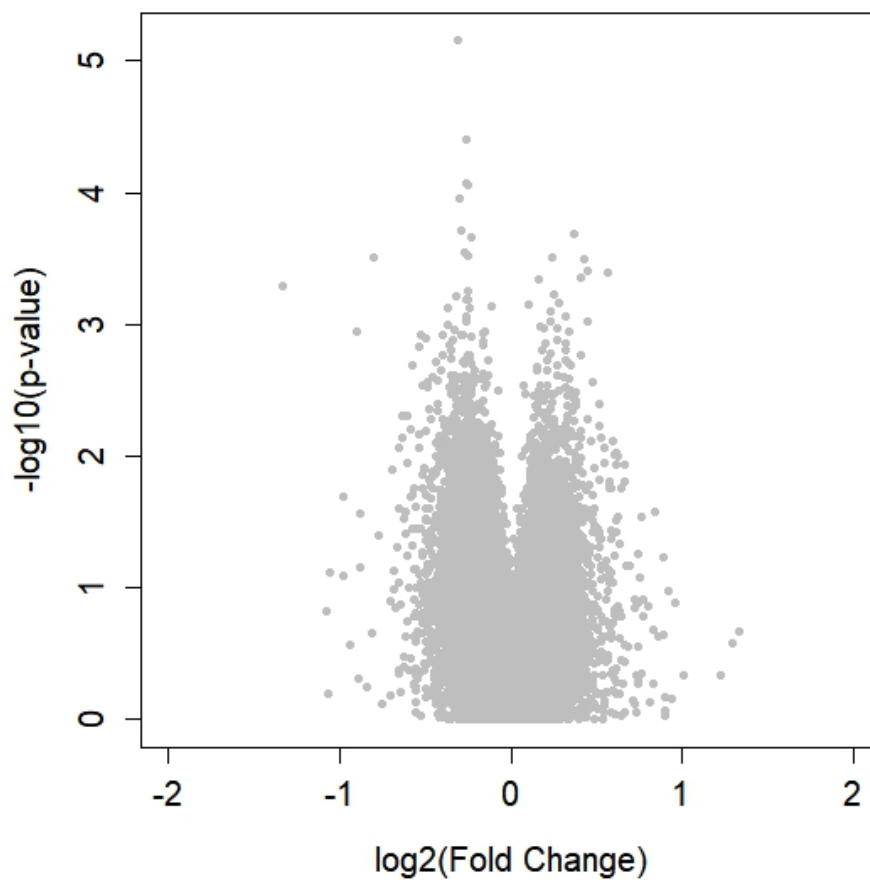

Figure S1: Volcano plot showing transcriptomic responses following exposure to 2 μM TDCIPP from 0.75 to 2 hpf. x axis = $\log_2$ (fold-change); y axis = $-\log_{10}$ (p-value). No differentially expressed genes were detected based on a FDR $p < 0.1$.

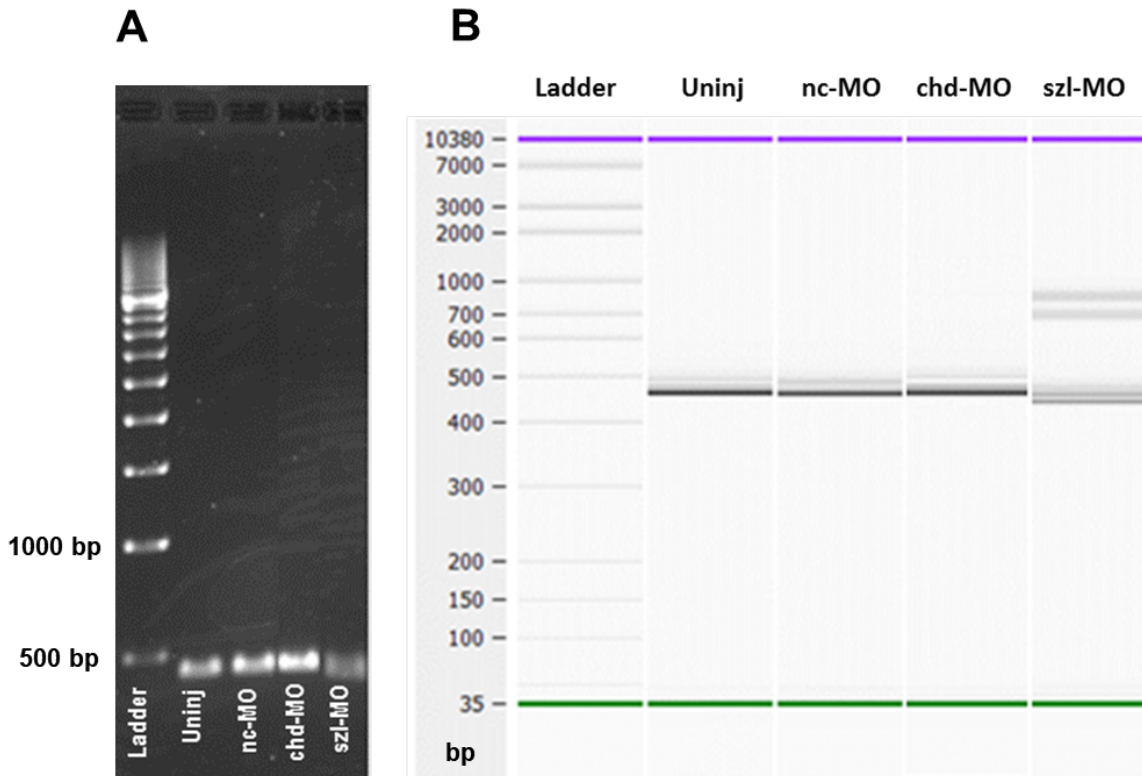

Figure S2: *szl* knockdown results in a decrease in the concentration of spliced *szl* mRNA. Agarose gel (left) and Bioanalyzer (right) images of an amplified E1:E2 *szl* fragment (~450-bp) in MO-injected embryos at 6 hpf. While both images show a decrease in the E1:E2 *szl* fragment in *szl*-MO-injected embryos, two additional bands were detected between 500-1000 bp on the Bioanalyzer that did not appear in the gel. However, a band indicative of intronic (I1) inclusion (~2000 bp) was absent using both approaches.

How the deposited data were processed for this re-analysis (not part of the article)

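The data are 24 one-color Zebrafish Gene 1.0 ST arrays of zebrafish embryos in 4 groups (DMSO or 2 µM TDCIPP, at 2 or 6 hpf), with 3 pools of 25 embryos per group and 2 arrays per pool. The authors processed the scans at the gene level in Expression Console with RMA, which corrects background, normalizes by quantiles and summarizes probes. The paper gives no version of Expression Console. The deposited table holds log2 signals for 75212 rows. Array medians ranged from 4.323 to 4.461 at 2 hpf and from 4.472 to 4.543 at 6 hpf.

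Rows whose ID lies below the first ID of the paper's Data S1 (13972, none with a gene) were left out, and 61240 transcript clusters were tested. Gene symbols came from the array annotation, and 20323 of the 20856 clusters with 1 symbol were matched to a current gene list by gene ID. Clusters with several symbols (805) were tested without being named. A gene with several clusters (1377 genes) was represented by the one with the highest mean signal. Of the tested rows, 1644 share identical values with another row.

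The 2 arrays of a pool are technical repeats of 1 RNA sample and were averaged. At 6 hpf, the correlation of signals between arrays of 1 pool was 0.9853 to 0.9882 and between arrays of different pools 0.9829 to 0.9872, and over both time points 15 of the 24 arrays correlated best with the other array of their pool. TDCIPP and DMSO pools were compared within each time point with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with Benjamini-Hochberg adjustment and thresholds of 0.1 and 0.05. The difference between the 6 hpf and 2 hpf effects and the change from 2 to 6 hpf in DMSO embryos came from a fit of all 12 pools. Gene lists (24) and 2 sets of 500 genes that rose or fell most from 2 to 6 hpf were tested with limma's camera with a preset correlation of 0.01, against 19298 genes, with adjustment over the lists. Enrichment among called genes used Fisher's exact test. It was planned on the calls from pool means. As there were none, it was run on the calls with the pool as a random block. Figures were drawn with matplotlib.

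The tests, lists, alternatives and the rule for named genes were fixed before the data were examined, except for that change to Fisher's test. The rule names each gene the paper names from its arrays (their values in the paper had been seen), the 10 genes per direction at 6 hpf and the 3 per direction at 2 hpf with the smallest unadjusted p where none passes, and the 4 members of each described list with the smallest p. Other members are named where they passed over their list alone, and were chosen after their values were seen. The alternatives were a replicate block, the pool as a random block, each array as a sample, either array of a pool alone, the test of the paper's methods, 1 spread shared by the 4 groups, eBayes with trend and robust options, quantile normalization again, centring on medians, a minimum mean log2 signal of 5, clusters with a symbol only, leaving out each pool, an estimated correlation in camera, fry, the mean of all clusters of a gene, and sets of 100 and 1000 genes. A pool was left out together with that of the same treatment and replicate number at the other time point. Fits within 1 time point thus lost 1 pool. Testing all 75212 rows was added after seeing the data.

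The fits were tested on simulated data with the spread of these pools. In 5 simulations, each with 200 changed clusters, changes of 1.5 and 2 log2 units were called in 96% and 99.2% of cases at 6 hpf, and 74 calls in all were false. A shift of -0.2 in a list of 27 genes was called by camera each time, while 17 of 500 random lists passed 0.05 unadjusted. The simulated noise was independent between clusters. It therefore cannot show how often camera calls a list of genes that vary together between pools. The Gene Ontology analysis was not repeated because no term annotation was used here. Embryo phenotypes and morphants were not analysed here.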

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

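The tests of matched gene lists and the splits of pools for gene lists were chosen after the results were seen, as was the use of the leave-one-out fits, set before, to weigh a single deviating pool. The number of pools (3 against 3) makes 10 splits, too few for a share under 0.05. Each split is compared by the -log10 of the camera p.

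BMP target and ventral genes had a lower mean with TDCIPP at 6 hpf (-0.19), a call lost with an estimated correlation (adjusted p = 0.779) and with array 2 alone (adjusted p = 0.358), and the list did not pass when tested against no change with fry (adjusted p = 0.605). Of 10000 random lists matched on the change from 2 to 6 hpf, 0% had a mean as low, and their median was 0.04. This argues against a delay that shifts genes by that change as the whole cause. A delay that shifts mainly genes changing late in this window was not tested, and the paper reports delayed epiboly at 6 hpf. Lists matched on signal had a median of 0.02, and 0% of 10000 had a mean as low. This argues against an effect of signal level, which the authors' normalization could leave, as the whole cause. The mean stayed below 0 without any 1 pool, from -0.11 without DMSO replicate 2 to -0.32 without DMSO replicate 3. The direction therefore did not rest on 1 pool. The camera adjusted p was at most 0.0779 in these fits. They used the preset correlation, so they cannot show whether the call rests on a single deviating pool. Random lists do not hold the correlation among BMP targets, and coordinated variation between pools stays open: the real split gave 3.048 and the highest of the other splits 7.403, with 3 of 10 splits at least as large, and DMSO replicate 3 was as low as the TDCIPP pools. A response of BMP signaling to TDCIPP therefore stays a hypothesis that 3 pools per group leave undecided.

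V-ATPase and mTOR pathway genes, which the paper does not discuss as a group, were higher with TDCIPP at 6 hpf (camera adjusted p = 0.00101, and adjusted p = 0.287 with an estimated correlation). Of 17 measured members, 15 were higher and 2 lower, with a mean log2 difference of 0.18, and at 2 hpf 15 were higher and 2 lower as well, with a mean of 0.06 and no call (camera adjusted p = 0.516). None passed over all clusters or over the list alone, and those with the smallest p were the V-ATPase subunit genes atp6v0d1 (0.32) and atp6v1h (0.26) and the kinase gene mtor (0.25). Random lists matched on the change from 2 to 6 hpf had a median of 0.04, and those matched on signal one of 0.02. This argues against a slower clearance of maternal RNA shared by genes of the same change, and against an effect of signal level, as the whole cause. In each case 0.01% of 10000 lists had a mean as high. Random lists do not hold the correlation among the members, so these shares overstate how rare such a mean is. The camera adjusted p was at most 0.0187 without any 1 pool. The real split gave 4.375 and the highest of the others 1.751, with 1 of 10 splits as large, so an effect of TDCIPP on these genes is a hypothesis and their shared variation between pools stays open.

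The genes that fell most from 2 to 6 hpf, a set the paper does not discuss, were higher with TDCIPP at 6 hpf (camera adjusted p = 1.5e-05, and adjusted p = 0.814 with an estimated correlation) and at 2 hpf (camera p = 0.000177, and p = 0.333 with an estimated correlation). An effect of signal level is argued against, since random lists matched on signal had a median mean of 0.0195 against 0.096 for the set. A single deviating pool may account for the pattern: without TDCIPP replicate 2 the mean was 0.0111. The real split gave 5.124 and the highest of the other splits 21.22, with 6 of 10 splits at least as large. Developmental delay stays open: the 500 genes that rose most had a median effect of 0.04405, above 0 but within the spread of other genes. Camera called these risen genes as higher, opposite to a delay, under some alternatives. Without DMSO replicate 3 their mean was -0.02164, the direction of a delay, but camera did not call them (unadjusted p = 0.0675).

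Genes of epiboly, the enveloping layer and the yolk syncytial layer (camera adjusted p = 0.00746, and adjusted p = 0.396 with an estimated correlation) and FGF ligands and target genes (camera adjusted p = 0.019, and adjusted p = 0.472 with an estimated correlation and 0.204 without DMSO replicate 3) were higher at 6 hpf and are not discussed as groups in the paper. DNA methylation genes were lower at 6 hpf (camera adjusted p = 0.0446, and adjusted p = 0.396 with an estimated correlation), with 11 of 18 members lower, a mean of -0.07 and no member past the threshold, the smallest p being those of apobec2a (-0.26), mbd3b (-0.23) and dnmt3ba (-0.18). The paper had chosen apobec2a on these arrays, and 15 of 21 alternatives kept the call of the list. Serine synthesis and one-carbon genes were called as higher close to the threshold (camera adjusted p = 0.0999), and 7 of 21 alternatives kept the call. It was lost with an estimated correlation (adjusted p = 0.396) and with the pool as a random block (adjusted p = 0.127). Of 11 members, 8 were higher, with a mean of 0.11, as in mthfd1b (0.27) and phgdh (0.14). Also among the members with the smallest p were mthfd2l and mthfd2, which were higher but reversed under an alternative. All 3 TDCIPP pools were below the DMSO pools at 6 hpf and above them at 2 hpf for bmpr1aa, with a difference of the effects of -0.68 (adjusted p = 0.375), and its 2 hpf effect turned from 0.16 to -0.01 when both of its clusters were averaged. For jun the pools were apart in the opposite directions, with a difference of 0.92 (adjusted p = 0.429). Neither difference passed the test.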

How the results depend on the processing

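The test of all rows of the value table was chosen after seeing the data, and the other alternatives before the data were examined. Of the values for 98 named genes, 2100 kept direction and side of the threshold, 77 passed only under an alternative and 10 reversed. The number of transcripts called at 6 hpf (0 at adjusted p under 0.1 and 0 at 0.05 in limma, 3356 at unadjusted p under 0.05) became 52 and 27 with the pool as a random block, 82 and 30 with each array as a sample, 2 and 1 with the ANOVA of the paper's methods on pool means, 68 and 8 with it on single arrays, 17 and 9 with 4 groups sharing the spread, 14 and 0 with trend and robust options and 1 and 0 with array 1 alone. With the replicate block, the limma counts at 6 hpf, at 2 hpf and for the difference of effects stayed 0 and the serine list had an adjusted p of 0.11, while ANOVA on single arrays with a replicate block called 121 and 37 at 6 hpf and 1 at 2 hpf. The correlation of deviations between pools with the same replicate number was 0.183, 0.122 and 0.0888 at 6 hpf and 0.249, 0.0522 and 0.118 at 2 hpf, and pools correlated best with the pool of their own number in 6 of 6 cases at 6 hpf and 5 of 6 at 2 hpf, a hint from the data that the numbers mark something shared, which the design does not state. Without 1 pool, the counts at 6 hpf were 0 to 2 and 0 to 1. For the difference of effects (0 called) they were 8 with the random block, 18 with each array as a sample and 2 with trend and robust options. They were 0 to 1 without 1 replicate of a treatment, which left out its pools at both time points. The change from 2 to 6 hpf in DMSO embryos (24442 clusters) gave 10485 with clusters with a symbol only, where fewer are tested. It gave 20575 to 24169 with pools left out in the same way, with fewer samples. The effect of cluster 13275753, the candidate for szl, stayed at -1.8953 and passed with the random block (adjusted p = 0.00135), each array as a sample (0.00106), ANOVA on single arrays (0.0409), the same with a replicate block (0.025), 4 groups sharing the spread (0.0051) and trend and robust options (0.0797), and it was -2.1521 to -1.7247 without 1 pool (adjusted p = 0.00811 without DMSO replicate 3). It has no value among clusters with a symbol.

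Of the gene lists, 7 were called at 6 hpf and 3 with array 2 alone, 0 with an estimated correlation in camera, 2 with fry, which tests a list against no change and not against other genes, and 5 to 11 without 1 pool (11 without DMSO replicate 3). The 7, and the 2 with fry, include the genes of Table 1. The paper chose these on the same arrays, so their calls are not independent evidence. At 2 hpf, where 0 lists were called, array 1 alone gave 2 and leaving out 1 pool 0 to 3. Of 21 alternatives, BMP target genes kept their call in 18, V-ATPase and mTOR genes in 20, epiboly genes in 19 and FGF genes in 17. DNA methylation genes kept it in 15, serine genes in 7 and the genes of Table 1 in 19. The mean of the risen genes (0.04485) was -0.02398 with array 1 alone, 0.1137 with array 2 alone, 0.08407 with 100 genes and -0.02164 to 0.107 without 1 pool (-0.02164 without DMSO replicate 3, -0.0007345 without TDCIPP replicate 3, both reversed). Camera called the risen genes as higher with array 2 alone and with 100 genes. It also did so without DMSO replicate 2 (mean 0.107) and without TDCIPP replicate 1 (mean 0.095). Without DMSO replicate 3 the mean had the direction of a delay, but camera did not call the risen genes (unadjusted p = 0.0675). The mean of the fallen genes (0.09628) was 0.04317 with array 2 alone, stayed at 0.09628 without being called with an estimated correlation and with fry, and was 0.01111 to 0.1524 without 1 pool. Small effects at 6 hpf that did not pass reversed for atp6v0ca (-0.065633 with array 1 alone, -0.019592 without DMSO replicate 3, -0.036917 without TDCIPP replicate 1), mthfd2 (-0.01907 with array 1 alone, -0.13093 with the mean of all clusters), mixl1 (0.0025633), dnd1 (-0.02793) and mthfd2l (-0.059587) with array 2 alone, and nanos3 (0.01369 without TDCIPP replicate 3), and without 1 pool they ranged from -0.036917 to 0.024983 for atp6v0ca and from -0.23437 to 0.01369 for nanos3. At 2 hpf, bmpr1aa reversed (-0.010424 with the mean of all clusters). Apart from fewer clusters or samples tested, the cause was not tested.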

Differences from the paper's values

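Counts are taken as not different here when one is at most 1.5 times the other. At an adjusted p under 0.05, the paper counts 8 affected transcripts at 6 hpf, and limma on pool means gave 0 (3356 at unadjusted p under 0.05). Of the alternatives set before the data were examined, ANOVA on the single arrays (8) and 4 groups sharing the spread (9) are within that factor of the paper's value, and the others are not, with 0 to 37. At an adjusted p under 0.1, the paper counts 66 and limma on pool means gave 0. Here the pool as a random block (52), each array as a sample in limma (82) and ANOVA on the single arrays (68) are within that factor, and the others are not, with 0 to 121. The methods of the paper name a one-way ANOVA, and the p-values of its Data S1 lie within 0.01 on the log10 scale of those from 6 against 6 single arrays for each transcript in the part of the table held here, which takes the 2 arrays of a pool as replicates, while the test here takes pools.

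For foxb1a, the paper's fold change is -1.92 and the value here is 1.959, higher with TDCIPP. The values differ under each alternative, with 1.781 to 2.107. For atp6v0ca, the paper shows a fold change of about 1.2 in Fig. 1B, read by eye, and the value here is 1.002. The values differ under each alternative.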

Other observations

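The splits for unadjusted p, for each array as a sample, for the difference of effects and for the change in DMSO embryos were chosen after the results were seen. With 3 pools against 3 there are 10 splits, too few for a share under 0.05. At 6 hpf the real split called 0 transcripts and the highest of the others 0. It gave 3356 at unadjusted p under 0.05, and the highest of the others gave 4117 (4 splits as large, the real one included), and with each array as a sample 82 against 130 (2 splits). The splits with larger counts put both pools of a replicate number on the same side. The other splits that kept pools of the same number apart gave 2489, 2490 and 1872, and 0 each with single arrays. Such splits are too few to decide. At 2 hpf the real split called 0 and another split 18. Whether this reflects a structure among the 2 hpf pools was not tested. For the difference of effects the real split called 0, and the highest of the others 1 when the 6 hpf pools were regrouped and 12 when the 2 hpf pools were. For the change from 2 to 6 hpf in DMSO embryos, a fit of the 6 DMSO pools alone called 23155 for the real split and 0 for the highest of the others.

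Lists that camera did not call at 6 hpf are given with members higher and lower, mean and adjusted p. Mesoderm and endoderm genes were 10 and 9 (0.03, 0.973), Nodal signaling genes 11 and 5 (0.04, 0.807) with tdgf1 at 0.34, and Wnt signaling genes 9 and 9 (-0.05, 0.34) with axin2 at -0.22. Maternal transcripts were 20 and 10 (0.06, 0.147) with zar1l at 0.36, and primordial germ cell genes 5 and 4 (0.08, 0.459). Cytochrome P450 and AhR target genes were 10 and 18 (0.01, 0.956), with cyp2aa8 alone past the threshold over the list alone. Oxidative stress (Nrf2) genes were 10 and 11 (0.00092, 0.784), heat shock and unfolded protein response genes 18 and 8 (0.05, 0.374) with chac1 at 0.30, and p53 and apoptosis genes 15 and 9 (0.06, 0.459) with sesn2 at 0.26. Thyroid and steroid receptor axis genes were 14 and 13 (-0.0005, 0.533) with dio1 at -0.44, cytoskeleton and calponin genes 13 and 9 (0.08, 0.376) with tagln2 at 0.39, and reference genes 9 and 5 (0.04, 0.533) with actb2 at 0.28.

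The array features left out of the tests, none with a gene, gave 0 calls by limma at 6 hpf when tested alone, and 977 at unadjusted p under 0.05 (214 higher and 763 lower with TDCIPP).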
